A study of Homo sapiens with 12 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

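RNA was measured by poly(A)-selected, strand-aware, paired-end sequencing in 12 libraries of 293 cells, a human embryonic kidney line. Cells were kept for 24 h with vehicle, with 1 µM Senexin B, with 30 nM PMA, or with both compounds, and each of these 4 groups had 3 biological replicates. By the methods of the study, cells given both compounds received Senexin B before PMA and kept it throughout. Senexin B is a selective inhibitor of the Mediator kinases CDK8 and CDK19. PMA is a phorbol ester that activates protein kinase C. The groups are called Ctrl, SnxB, PMA and PMA_SnxB, and each library was placed in its group and replicate by its label.

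The authors deposited 1 table of unnormalized expected counts, that is, sequenced fragments summed per gene symbol, in which a fragment lying over more than 1 gene is divided among them. The submitters' processing notes name Trim Galore 0.4.5, STAR 2.7.2, SAMtools 1.5 and featureCounts from Subread 1.5.3 on GRCh38, and the methods of the study name the GENCODE release 25 basic annotation and the use of uniquely mapped reads. The deposited table also gives for each gene an exonic length in bases, which was not used for any value here. The table lists 56269 genes, of which 38535 had any count. Of the values above 0, 33.3% were not whole numbers. Among genes with a summed count over 500, fractions were found in 99.4% of the 5404 genes that overlap another gene only on the opposite strand and in 61.4% of the 6713 genes that overlap none. Counting was therefore not limited to 1 strand, and the source of the fractions in genes with no overlap is not stated. The count of a gene that overlaps another can hold reads of its neighbor. All 37 listed mitochondrial genes had a count of 0, so the list of mitochondrial genes fixed beforehand as a sign of RNA quality could not be tested. The reads of 178 genes listed on more than 1 chromosome were kept as summed by the authors. Gene types came from GENCODE release 29, in which 36090 genes (64.1%) were matched to 1 type by symbol.

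Total counts per library ranged from 12528305 to 25143542 fragments. At this depth 1 fragment is at most 0.0798 CPM, the count scaled to a common library total. For a gene with 0 reads in a whole group, a limit of 3 reads over the group was used, which is 0.0592 CPM in Ctrl, and a fold change against such a group is given as a lower bound, from the reads pooled over each group. For a group with 1 to 3 reads the ratio is given with a 95% exact binomial interval. Both cover counting error only, since PCR copies could not be told from separate molecules.

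Counts were rounded to whole numbers and analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups with its minimum count of 10, which left 19070 genes, and libraries were scaled by TMM. A quasi-likelihood model was fitted to all 12 libraries, so that the groups share 1 estimate of the spread, with no term for the replicate number. Contrasts were PMA minus Ctrl, SnxB minus Ctrl, PMA_SnxB minus PMA, and the interaction, which is the Senexin B effect with PMA minus that without PMA. Tests were two-sided. A gene is said to rise, fall, change or differ when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was over 1.5, which is 0.585 on the log2 scale. The standard error (SE) of a log2 change was taken from the F statistic of the test. Adjusted p values for genes come from edgeR throughout, and levels are mean CPM ± SD over the 3 replicates of a group.

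For each contrast, the genes named are the 10 largest rises and the 10 largest falls among called genes with a mean of at least 1 CPM over the 12 libraries and no overlap between the replicates of the groups compared (for the interaction, in either Senexin B contrast). CDK8, CDK19 and CCNC, up to 6 called members of each gene list with the largest changes, and the genes that the study names were added to these. Not every gene that meets the rule is named. The tests, the thresholds, the rule for named genes, the gene lists and the alternatives were fixed before the data were examined, except where a later choice is stated.

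The 25 gene lists cover immediate-early genes, ERK feedback genes, proteases and the plasminogen system, NFκB targets, the protein kinase C family, core Mediator, the Mediator kinase module, cholesterol synthesis, p53 targets, extracellular matrix, epithelial and keratinocyte genes, ATF4 targets, heat shock, interferon response, cell cycle, glycolysis and hypoxia, smooth muscle and cytoskeleton, neuronal genes, markers of other cell types, replication-dependent histones, PCR reference genes, mitochondrial genes, and 3 lists taken from the study. These 3 are the genes that its text names, the genes it found regulated by re-expressed CDK8 or CDK19 in knockout cells, and the genes it found regulated by Senexin B. The last was chosen in part on the libraries analyzed here. The 24 lists with tested genes were tested in limma 3.58.1 with camera at a preset correlation of 0.01, with adjustment over the lists of a contrast. The same test with an estimated correlation and fry were run beside it.

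The pipeline was tested on simulated data. Of 100 genes simulated with a 2-fold change in SnxB against Ctrl, 94% were recovered, and of 100 with a 4-fold change, 98%, with 0 false calls among 18431 genes. For the interaction 87% and 94% were recovered, with 3 false calls. Because PMA minus Ctrl and PMA_SnxB minus PMA share the PMA libraries with opposite sign, and PMA minus Ctrl and SnxB minus Ctrl share the Ctrl libraries, 20 sets of libraries were simulated with no effect and 20 with the PMA effect alone. Alternatives were DESeq2 1.42.0, DESeq2 on the genes tested by edgeR with and without its filter on the mean count (both chosen after seeing the data), RLE scaling, total counts, other filters on low counts, no fold change threshold, a test against the fold threshold (glmTreat), a block for the replicate number, fits of 6 libraries, and each library left out in turn. No library or column was left out of the analysis.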

Results

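Expression of 19070 genes was compared among 293 cells kept for 24 h with vehicle, Senexin B, PMA or both, with 3 libraries in each group. Total counts of fragments were 16933735, 17987223 and 16066692 in Ctrl, 15233950, 12528305 and 20144594 in SnxB, 13114126, 13286410 and 25143542 in PMA, and 13551812, 17510689 and 13834831 in PMA_SnxB. Genes matched as protein-coding held 92.7% to 93.5% of the total count of each library, which includes genes of unmatched type. The first principal component of the tested genes held 72.8% of the variance and separated the 6 libraries with PMA from the 6 without, and the second held 6.14% and separated the 6 libraries with Senexin B from the 6 without. The common biological coefficient of variation was 2.92%.

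The contrast of PMA with Ctrl asks which genes respond to protein kinase C activation over 24 h. PMA raised most of the tested immediate-early, ERK feedback, protease and plasminogen system, and epithelial and keratinocyte genes, among them SERPINB2 and KRT79, which had 0 reads in Ctrl. SERPINB2, the gene of plasminogen activator inhibitor 2 (chromosome 18, 63871692 to 63903890), had 12.5 ± 0.359 CPM with PMA (SD, n = 3), and by the reads pooled over each group it was at least 213.5-fold higher than in Ctrl. MMP1, the gene of interstitial collagenase, reached 13.4 ± 0.198 CPM, 677.4-fold the level of Ctrl with an interval of 121.2 to 26793.8, since Ctrl held few reads. IGFBP5, the gene of an insulin-like growth factor binding protein (chromosome 2, 216672105 to 216695525), fell from 100.2 ± 0.982 to 5.12 ± 0.571 CPM, and COL3A1, the gene of the type III collagen chain, fell from 2.84 ± 0.571 to 0.206 ± 0.156 CPM. In total 3734 genes changed, of which 1959 rose and 1775 fell.

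The 10 largest rises with PMA were SERPINB2, RP11-54H7.4, KRT79, SERPINB10, RP11-213H15.4, MMP1, PRR9, LUCAT1, RP11-366H4.1 and IL7R. Of these, SERPINB2 and SERPINB10 overlap on the same strand, as do LUCAT1 and RP11-213H15.4, so their counts may hold reads of each other. Among the 10 largest falls were IGFBP5, AC007563.5, COL3A1, CXCL12, ITGA8, MYOM2, TMEM132B, SLC38A4 and AC010127.3, with log2 changes from -4.28 ± 0.07 (SE) for IGFBP5 to -2.53 ± 0.20 for AC010127.3. AC007563.5 lies opposite IGFBP5 and AC010127.3 lies opposite other genes, and their counts can hold reads of these. With glmTreat, which tests against the fold threshold itself, PMA changed 1970 genes.

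Among gene groups, immediate-early genes were higher 24 h after PMA was added. Of 29 tested members, 22 rose and 1 fell (camera with an estimated correlation, adjusted p = 2.88e-05), led by EGR1 (log2 change 6.74 ± 0.05), JUNB (5.25 ± 0.05) and ARC (5.25 ± 0.06). Of 27 ERK feedback genes, 21 rose and 1 fell (adjusted p = 5.91e-05), among them the transcription factor ETV4 (6.42 ± 0.10) and the signaling inhibitors SPRY4 (5.94 ± 0.13) and DUSP6 (5.32 ± 0.13). Of 20 proteases and plasminogen system genes, 13 rose and none fell (adjusted p = 0.00024), including MMP10 (6.74 ± 0.20) and the urokinase receptor PLAUR (2.48 ± 0.10). Of 22 NFκB targets, 13 rose (adjusted p = 0.00444), including CXCL8 (3.23 ± 0.27) and RELB (2.02 ± 0.11). Of 21 tested epithelial and keratinocyte genes, from a list of 42, 14 rose and 1 fell (adjusted p = 0.000156), among them LAMB3 (4.04 ± 0.15), KRT18 (2.39 ± 0.04) and KRT8 (2.37 ± 0.04). Members with few reads in every group were not tested, so a gene silent in Ctrl entered mainly through a rise. This can raise the share that rose. Of 22 smooth muscle and cytoskeleton genes, 10 rose and 1 fell (adjusted p = 0.00125), including ACTBL2 (5.15 ± 0.13) and FLNC (2.50 ± 0.04).

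Genes of cholesterol synthesis fell with PMA, 11 of 26 with no rise (adjusted p = 0.00024), among them IDI1 (-1.27 ± 0.04) and SQLE (-1.03 ± 0.04). The calls of 4 further lists by camera held at the preset correlation only. These were heat shock (2 of 22 rose, adjusted p = 0.332 with an estimated correlation), cell cycle (1 of 36 fell, adjusted p = 0.215), glycolysis and hypoxia (5 of 29 rose and 3 fell, adjusted p = 0.199) and the genes regulated by re-expressed kinases (113 of 421 rose and 98 fell, adjusted p = 0.202). Members went both ways with no call of the list among 47 extracellular matrix genes (12 rose, 15 fell), 26 p53 targets (6 rose, 7 fell), 38 interferon response genes (4 rose, 7 fell), 27 neuronal genes (6 rose, 7 fell), 29 ATF4 targets (4 rose, 4 fell), 18 histone genes (2 rose, 3 fell), 26 core Mediator subunits (2 rose, 1 fell) and 19 members of the protein kinase C family (1 rose, 1 fell). The median and the mean log2 change had opposite signs for extracellular matrix (-0.13 and 0.17), p53 targets (-0.10 and 0.07), ATF4 targets (0.05 and -0.13) and interferon response genes (0.05 and -0.14). None of the 7 genes of the Mediator kinase module and none of the 4 PCR reference genes passed the thresholds. Of 6 tested markers of leukocytes, endothelium and hepatocytes, from a list of 20, 4 rose, namely the macrophage marker CD68 (3.72 ± 0.281 CPM in Ctrl, log2 change 2.00 ± 0.10), CSF1R (0.299 ± 0.217 to 1.62 ± 0.379 CPM), KDR (0.197 ± 0.0904 to 0.841 ± 0.208 CPM) and PECAM1 (11.97-fold, interval 3.78 to 60.8), and the list was not called by camera at the preset correlation (adjusted p = 0.0605).

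Of 23 genes named in the study's text 13 rose and 3 fell (adjusted p = 0.000122 with an estimated correlation), and of 432 genes of its Senexin B list 93 rose and 143 fell with no call of the list (camera adjusted p = 0.875). Both lists were chosen in part on these libraries and are not independent evidence. In all, camera called 12 of 24 lists for PMA, and 8 of them held with an estimated correlation. Regroupings of the same 6 libraries that mixed Ctrl and PMA called up to 10 lists at the preset correlation. Such regroupings keep part of the PMA effect, so they do not show how many lists that test calls by chance. Adjusted over the list alone, the counts of called members were the same except that 7 neuronal genes rose, 4 genes named by the study fell where 3 had, and 144 genes of the study's Senexin B list fell where 143 had.

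**Figure D1:**
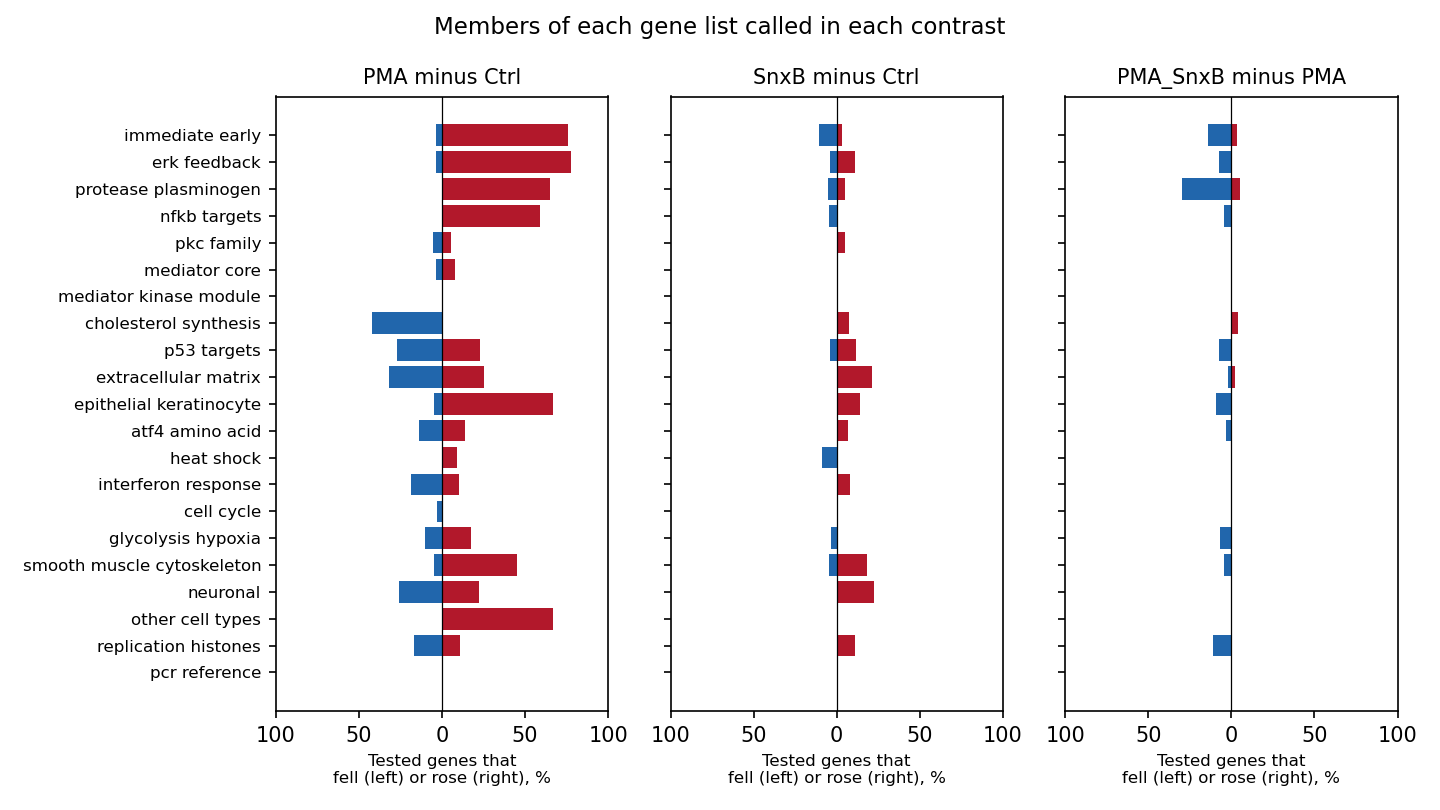
Percent of the tested members of each gene list that rose (right, red) or fell (left, blue) in the 3 contrasts, each with 3 libraries per group. Immediate-early, ERK feedback and protease genes rose with PMA, with 22 of 29, 21 of 27 and 13 of 20 members, while Senexin B moved fewer members of each list in both of its contrasts.

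The contrast of SnxB with Ctrl asks which genes Mediator kinase activity affects under basal conditions. Senexin B mostly raised genes of low expression and lowered a small group that includes the transcription factor genes MYC and JUN. COL3A1 rose from 2.84 ± 0.571 to 7.69 ± 0.331 CPM (SD, n = 3), and the integrin gene ITGB4 rose from 1.38 to 3.90 CPM. MYC (chromosome 8, 127735434 to 127741434) fell from 99.8 to 42.7 CPM, NDRG1 from 99.5 ± 0.830 to 43.0 ± 2.75 CPM, and ZCCHC12 (chromosome X, 118823790 to 118826968) from 36.3 to 7.44 CPM. In total 513 genes changed, of which 454 rose and 59 fell, and the median size of the change was 0.77 on the log2 scale. When the tested genes were divided by level into 5 classes of 3814, the classes with a median of 0.953 and 4.33 CPM held 213 and 195 of the rises and 28 and 11 of the falls, and the highest, with a median of 117.1 CPM, held 1 rise and 14 falls.

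Among the 10 largest basal rises were RPL12P14, ITGB4, CSMD2, COL3A1, GPR3, HAS2, GIPC3, DKK3 and RP11-496I9.1, with log2 changes of 2.57 ± 0.63 for RPL12P14 and from 1.52 ± 0.19 (ITGB4) to 1.24 ± 0.18 (RP11-496I9.1) for the others named. RPL12P14 is a processed pseudogene of a ribosomal protein gene, and its reads may come in part from its parent. The 10 largest falls were ACTBL2 (-2.94 ± 0.51), ZCCHC12 (-2.28 ± 0.07), CXCL8 (-2.03 ± 0.67), AF003625.3 (-1.86 ± 0.43), ARC (-1.39 ± 0.12), MYC (-1.23 ± 0.05), NDRG1 (-1.21 ± 0.05), LA16c-313D11.9 (-1.19 ± 0.23), KCTD12 (-1.16 ± 0.04) and HSP90AA2P (-1.14 ± 0.23). HSP90AA2P is a pseudogene, and ACTBL2 is an actin-like gene with close paralogs, so reads of related genes cannot be ruled out. DESeq2 did not call CXCL8 or LA16c-313D11.9, the latter set aside by its filter on the mean count. Without that filter, on the genes tested by edgeR, it called LA16c-313D11.9 but not CXCL8. CSMD2 was not called without Ctrl replicate 2 or SnxB replicate 2 or 3 (log2 change 1.17, 1.38 and 1.34), nor CXCL8 without Ctrl replicate 2 or 3 or SnxB replicate 1 or 2 (-1.95, -1.87, -1.91 and -1.63). CDK8 (30.9 against 36.5 CPM), CDK19 (33.9 against 29.4 CPM) and CCNC (67.1 against 80.6 CPM), which encode the kinases and their cyclin, differed by less than 1.5-fold, as they did in the other contrasts.

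Among gene groups without PMA, 10 of 47 extracellular matrix genes rose and none fell (adjusted p = 0.00103 with an estimated correlation), including EFEMP2 (1.16 ± 0.17), LAMA2 (0.79) and COL6A2 (0.71). Of 26 p53 targets, 3 rose and 1 fell (adjusted p = 0.00299), with rises of TP53I3 (0.95 ± 0.12) and SPATA18 (0.89) and a fall of the cell death gene PMAIP1 (-0.61). Of 38 interferon response genes 3 rose (adjusted p = 0.00448), among them IFI27L2 (0.93) and IFI35 (0.66). Of 22 smooth muscle and cytoskeleton genes 4 rose and 1 fell (adjusted p = 0.0116), including ACTA2 (1.02) and MYLK (0.68), and of 26 cholesterol genes 2 rose, among them TM7SF2 (adjusted p = 0.0437). Immediate-early genes were called lower (1 of 29 rose and 3 fell, adjusted p = 0.00419), with falls of ARC, MYC and JUN (-0.70) and a rise of FOSL1 (1.66 to 3.57 CPM). Heat shock genes were called lower with 2 of 22 falling (adjusted p = 0.00698). These were HSPA1B (-0.83) and HSPA1A (-0.60), which are near-identical and share reads. Without 1 library the log2 change of HSPA1A (without Ctrl replicate 1 or 2 or SnxB replicate 3, lowest size -0.56), PMAIP1 (without Ctrl replicate 1 or SnxB replicate 3, -0.58 and -0.57) and IFI35 (without SnxB replicate 3, 0.55) was under the fold threshold. Cell cycle genes (0 of 36 past the fold threshold, median -0.09, adjusted p = 0.0172) and glycolysis and hypoxia genes (1 of 29 fell, adjusted p = 0.00448) were also called lower.

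The calls of 2 lists without PMA were lost with an estimated correlation, ATF4 targets (2 of 29 rose while the list was called lower, adjusted p = 0.0538) and histones (2 of 18 rose, adjusted p = 0.138). The lists not called were ERK feedback (3 of 27 rose, 1 fell), proteases (1 of 20 rose, 1 fell), NFκB targets (1 of 22 fell), the protein kinase C family (1 of 19 rose), core Mediator (0 of 26), the kinase module (0 of 7), epithelial genes (3 of 21 rose), neuronal genes (6 of 27 rose), markers of other cell types (0 of 6) and PCR reference genes (0 of 4). Of the 421 tested genes on the re-expression list, which was chosen on other samples, 114 rose and 21 fell (adjusted p = 0.00698). Of 432 genes of the Senexin B list, 180 rose and 20 fell (adjusted p = 0.00299), and of 23 genes named in the study's text 6 rose and 8 fell (adjusted p = 0.00419), but these were chosen in part on the same libraries and are not independent evidence. Adjusted over the list alone, 3 protease genes, 7 neuronal genes, 116 genes of the re-expression list and 188 of the Senexin B list rose, and the other counts were the same. DESeq2 changed the basal count to 240 genes (208 rose, 32 fell), and glmTreat to 21 (11 rose, 10 fell). Without a fold threshold 4780 genes passed, 2479 higher and 2301 lower. The excess of rises therefore lies among estimated changes over 1.5-fold, and glmTreat, which tests against that threshold, showed no clear excess.

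The contrast of PMA_SnxB with PMA asks which genes depend on Mediator kinase activity while protein kinase C is activated. Among changes over 1.5-fold Senexin B here mainly lowered genes, and those lowered most were induced by PMA. ARC, an immediate-early gene (chromosome 8, 142611044 to 142614472), was at 8.18 ± 0.330 CPM in Ctrl, 311.7 ± 9.59 CPM with PMA and 81.0 ± 2.54 CPM with both compounds (SD, n = 3). KCTD12 was at 363.6 CPM in Ctrl, 1144 CPM with PMA and 297.0 CPM with both, and ZCCHC12 at 36.3, 193.6 and 31.7 CPM. The collagenase and stromelysin genes MMP1 and MMP10 fell from 13.4 ± 0.198 to 6.51 ± 0.744 CPM and from 19.7 ± 1.89 to 5.09 ± 0.611 CPM. In total 193 genes changed, of which 34 rose and 159 fell.

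Among the 10 largest falls were ACTBL2 (log2 change -2.77 ± 0.10 SE), ZCCHC12 (-2.61 ± 0.05), LINC00659 (-2.09 ± 0.14), RP11-54H7.4 (-1.96 ± 0.13), ARC (-1.95 ± 0.04), KCTD12 (-1.95 ± 0.04), MMP10 (-1.95 ± 0.10), RP3-512B11.3 (-1.85 ± 0.06) and GS1-600G8.5 (-1.66 ± 0.23). The 10 largest rises were smaller, from 1.18 ± 0.20 for NAV3 to 0.77 ± 0.15 for AFAP1L2, with AC104699.1, RP4-621F18.2, LINC01619, RP11-420A23.1, MYOF, MIR29A and PLAU among those between them. Of the rises named here DESeq2 called MYOF (32.8 to 58.2 CPM) alone, and of the falls it did not call LINC00659, RP11-54H7.4 and GS1-600G8.5. Its filter on the mean count set aside all those not called. Without that filter, on the genes tested by edgeR, it called these falls. Of the rises it then also called NAV3, RP4-621F18.2 and AFAP1L2, but not the others. AC104699.1, LINC01619, MIR29A, PLAU and RP11-420A23.1 were each not called without at least 1 of the PMA or PMA_SnxB libraries, with log2 changes then between 0.59 and 1.17. AC104699.1, RP4-621F18.2, LINC01619 and PLAU overlap other genes.

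Of 20 proteases and plasminogen system genes, 6 fell with Senexin B in the presence of PMA and 1 rose (adjusted p = 0.000301 with an estimated correlation), with falls of MMP10, SERPINB2 (-1.25 ± 0.10), MMP1 (-1.05), the metalloproteinase inhibitor TIMP1 (-0.98 ± 0.05) and ADAMTS1 (-0.81). Of 29 immediate-early genes, 4 fell and 1 rose (adjusted p = 6.93e-05), with falls of ARC, MYC (-0.91), FOS (-0.72) and JUN (-0.65) and a rise of CYR61 (0.64). The extracellular matrix list (1 of 47 rose, CYR61, and 1 fell, FN1; adjusted p = 0.00926) and the cholesterol list (1 of 26 rose, adjusted p = 0.0299) were called higher. FN1 (-0.59 ± 0.06) is close to the fold threshold, and was not called by DESeq2 or without PMA replicate 2 or 3 or PMA_SnxB replicate 2 or 3 (-0.57, -0.57, -0.57 and -0.55). The calls of 7 lists as lower or higher were lost with an estimated correlation, namely the protein kinase C family (0 of 19, adjusted p = 0.109), ATF4 targets (1 of 29 fell, 0.189), heat shock (0 of 22, 0.360), glycolysis and hypoxia (2 of 29 fell, among them NDRG1 at -1.01; 0.0644), neuronal genes (0 of 27, 0.109), the re-expression list (5 of 421 rose and 23 fell, 0.109) and the Senexin B list (3 of 432 rose and 28 fell, 0.109). For the last pair the test pointed down while the median log2 change (0.04 and 0.09) and the mean (0.003063 and 0.03) were above 0, and for neuronal genes the median was 0.01 and the mean -0.02. Of the 23 genes named in the study's text 8 fell and none rose (adjusted p = 5.5e-06), a list that is not independent of these libraries.

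The lists not called with PMA present were ERK feedback (2 of 27 fell), NFκB targets (1 of 22 fell), core Mediator (0 of 26), the kinase module (0 of 7), p53 targets (2 of 26 fell), epithelial genes (2 of 21 fell, KRT17 at -1.16 and KRT79 at -0.78), interferon response (0 of 38), cell cycle (0 of 36), smooth muscle (1 of 22 fell, ACTBL2), markers of other cell types (0 of 6), histones (2 of 18 fell) and PCR reference genes (0 of 4). KRT17 has pseudogenes that can share its reads. DESeq2 set KRT79 aside by its filter on the mean count, and called it without that filter on the genes tested by edgeR. With a block for the replicate number, camera called p53 targets lower (adjusted p = 0.0277) and smooth muscle higher (adjusted p = 0.0253). Adjusted over the list alone, 2 extracellular matrix genes, 2 interferon response genes, 1 gene of the study's text, 9 of the re-expression list and 6 of the Senexin B list rose, 29 of the Senexin B list fell, and the other counts were the same. DESeq2 called 70 genes with PMA (9 rose, 61 fell), and gave no adjusted p to 115 of the 193 genes, which its filter on the mean count set aside. With glmTreat 36 genes changed (1 rose, 35 fell), and without a fold threshold 856 were higher and 766 lower, so that the excess of falls lies in changes over 1.5-fold.

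A further question of the study is whether Senexin B acts on the genes that the signal induces most. Of the 3734 genes changed by PMA, Senexin B changed 148 in the presence of PMA (3.96%). Of the 1959 induced genes it reduced 117 (5.97%) and raised 10, and of the 1775 genes lowered by PMA it raised 13 and lowered 8. The share reduced was 10.2% (100 of 980) in the top 50% by induction, 16.07% (63 of 392) in the top 20%, 21.9% (43 of 196) in the top 10% and 30.6% (30 of 98) in the top 5%. The median log2 change by Senexin B in these steps went from -0.07 for all induced genes to -0.35 for the top 5%. Counted in either direction, 31.6% of the top 5% changed.

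Because both contrasts use the PMA libraries, the steps were set beside simulated values with that bias alone and beside a ranking with the opposite bias. In 20 simulations with the PMA effect and no Senexin B effect, the median change of the top 5% was -0.01 on average. The share reduced was 0% there, but hardly any gene was called for Senexin B, so this share sets no bound. When genes were ranked by PMA_SnxB minus SnxB, 4.89% of 1760 induced genes and 22.7% (20 of 88) of the top 5% were reduced. The overlap of genes raised by PMA with genes lowered by Senexin B was 117, against 16.3 for independent lists of these sizes and 0.05 genes called in both contrasts, on average, in simulations with no effect, in which hardly any gene was called, so that this value sets no bound for lists of real effects. Part of the excess may come from the shared libraries, since 3 cannot be split into sets of at least 2. With DESeq2 the shares were 2.00% of all induced genes and 6.32% of the top 5%, and 3.83% and 19.10% without its filter on the mean count, on the same tested genes as edgeR.

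**Figure D2:**
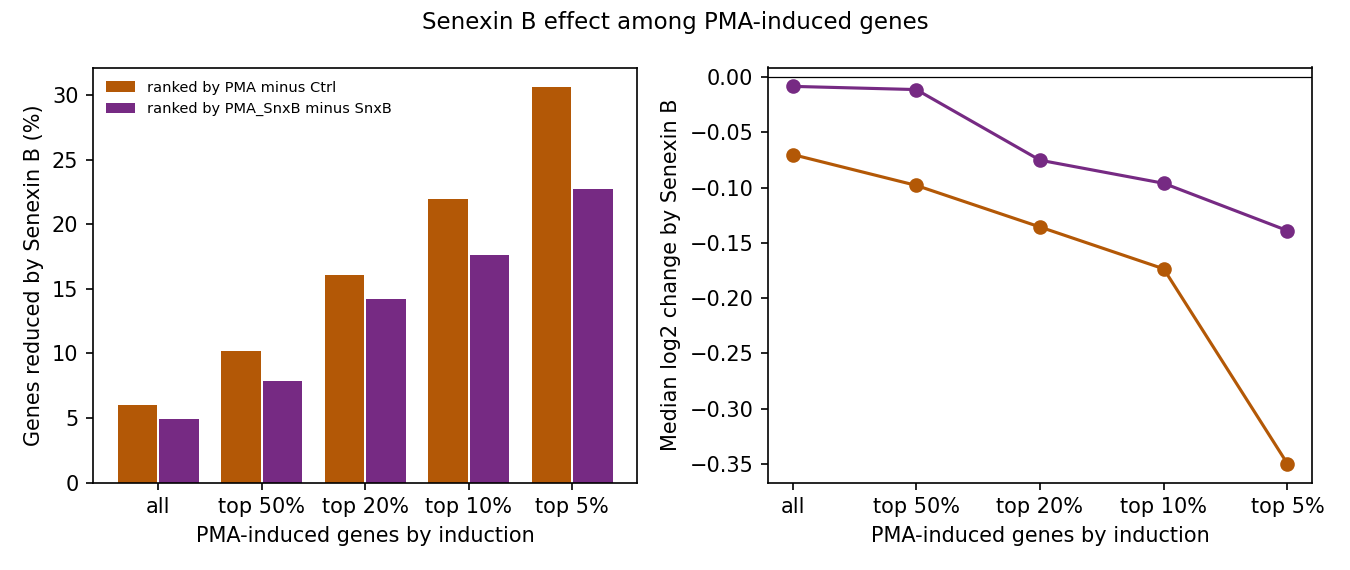
Percent of PMA-induced genes reduced by Senexin B (left, bars from 0) and the median log2 change by Senexin B (right) for all induced genes and for the top 50% to 5% by induction, ranked in 2 ways, from 3 libraries per group. The share reduced rises from 5.97% to 30.6% with the ranking by PMA minus Ctrl and from 4.89% to 22.7% with the other.

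The Senexin B effects without and with PMA share no libraries and were compared gene by gene. Of the 454 genes raised without PMA, 3 were raised and 2 lowered with PMA, so that 0.661% rose in both, and 68.1% had a positive log2 change. The median log2 change of the 454 genes was 0.77 without PMA and 0.13 with it. The genes were also picked from the Ctrl and SnxB libraries of 2 replicate numbers and measured in those of the third. The basal median, as a difference of log2 CPM, was then 0.55. Their median with PMA, from the edgeR fit over all libraries with PMA, was 0.12, so the measures are not the same. Of the 59 genes lowered without PMA, 20 were also lowered with it (33.9%), against 0.492 for independent lists, and 79.7% had a negative change. ACTBL2, ZCCHC12, ARC, KCTD12, MYC, JUN and NDRG1 fell in both. The share of 0.661% rests on 3 genes and was 1.17% with a filter at 1 CPM, 1.47% with a block for the replicate number, 1.36% without SnxB replicate 1, 1.09% without PMA replicate 1, 0.217% without PMA replicate 2 and 0.220% without PMA replicate 3.

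**Figure D3:**
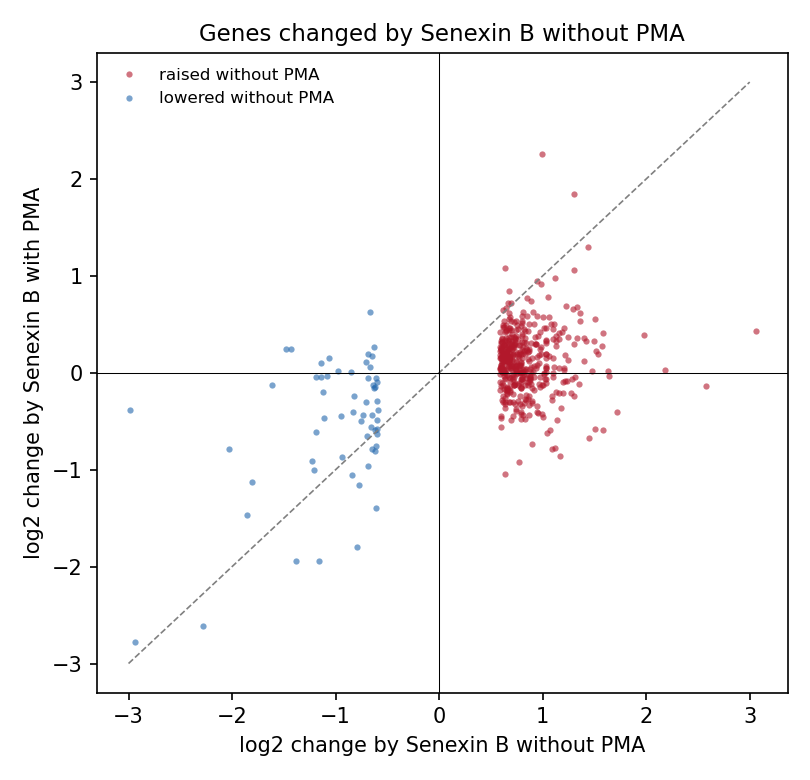
Log2 change by Senexin B without PMA (horizontal) and with PMA (vertical) for the 513 genes that changed without PMA, from 3 libraries per group. The broken line marks equal changes. The 454 raised genes (red) have a median of 0.77 on the horizontal and 0.13 on the vertical axis.

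The test of the interaction asks whether the Senexin B effect differs with PMA. It differed for 256 genes, and was lower with PMA for 245 of them, while without a fold threshold it was higher for 861 and lower for 708. Of these 245, 112 rose with Senexin B without PMA and were not called with PMA, 36 fell with PMA and were not called without it, 2 rose without and fell with PMA, 2 fell in both and 93 were called in neither Senexin B contrast. TIMP1 (chromosome X, 47582313 to 47586789) was at 34.2 ± 2.98 CPM in Ctrl, 42.1 ± 0.922 in SnxB, 136.4 ± 10.7 in PMA and 69.3 ± 0.958 in PMA_SnxB, with an interaction of -1.28 ± 0.08 (adjusted p = 1.31e-12). CDKN1A, a cell cycle inhibitor and p53 target, was at 28.1, 40.4, 155.2 and 136.6 CPM in the same order (-0.71 ± 0.07, adjusted p = 5.07e-08), and TSC22D3 at 40.7, 74.4, 14.9 and 12.0 CPM (-1.20 ± 0.11, adjusted p = 2.75e-09). TXNIP fell from 31.1 to 14.7 CPM with Senexin B without PMA and was at 7.92 and 7.68 CPM in the PMA groups (1.05 ± 0.12, adjusted p = 7.45e-07).

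The 10 largest negative interactions were those of RPL12P14, LINC00659, NTSR1, GS1-600G8.5, ZNF467, RP11-11M20.4, ANKRD1, RP11-120D5.1, LINC00959 and RP3-512B11.3, from -2.71 ± 0.65 to -1.64 ± 0.18, and DESeq2 called RP3-512B11.3 alone of these. The 10 largest positive ones were PTENP1-AS, RP11-21L23.2, AC004453.8, HSP90AA2P, TXNIP, CTC-499B15.5, PROK2, NTHL1, TMEM126A and BIRC3, from 1.29 ± 0.31 to 0.59 ± 0.18, of which DESeq2 called TXNIP, NTHL1 and TMEM126A. Its filter on the mean count set aside the rest of both sets. Without that filter, on the genes tested by edgeR, it called all negative ones except LINC00959, and no further positive ones. Of these 20, LINC00659, GS1-600G8.5, RP11-11M20.4, LINC00959, RP11-21L23.2, AC004453.8, HSP90AA2P, CTC-499B15.5, PROK2, TMEM126A and BIRC3 were each not called without at least 1 of the 12 libraries, with interactions then between -2.00 and -1.40 or between 0.52 and 1.28. By list, 5 of 26 p53 targets, 5 of 47 extracellular matrix genes, 3 of 38 interferon response genes, 3 of 27 neuronal genes, 4 of 18 histones and 1 of 20 protease genes had a lower effect with PMA and none a higher one. Of the re-expression list, 49 of 421 had a lower and 2 a higher effect, and of the Senexin B list, which is not independent, 75 of 432 a lower and 1 a higher effect. No member of the heat shock (22), cell cycle (36) or glycolysis and hypoxia (29) lists passed the thresholds, although those lists were called higher. Among the lists not called, smooth muscle (3 of 22), epithelial (2 of 21), immediate-early (1 of 29), ERK feedback (1 of 27), cholesterol (1 of 26) and the genes of the study's text (3 of 23) held lower effects, and the NFκB list 1 lower and 1 higher. Adjusted over the list alone, the counts of lower effects were 2 for proteases, 6 for extracellular matrix, 5 for neuronal genes (with 1 higher), 4 for epithelial genes, 5 for genes of the study's text, 1 for heat shock, 65 for the re-expression list and 103 for the Senexin B list. All 11 list calls held with an estimated correlation, but 9 of 100 groupings of the libraries, the real one included, called as many lists. All 9 kept the real Ctrl and SnxB groups. DESeq2 called 46 genes in this test (3 higher, 43 lower), and glmTreat 5, all lower.

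**Figure D4:**
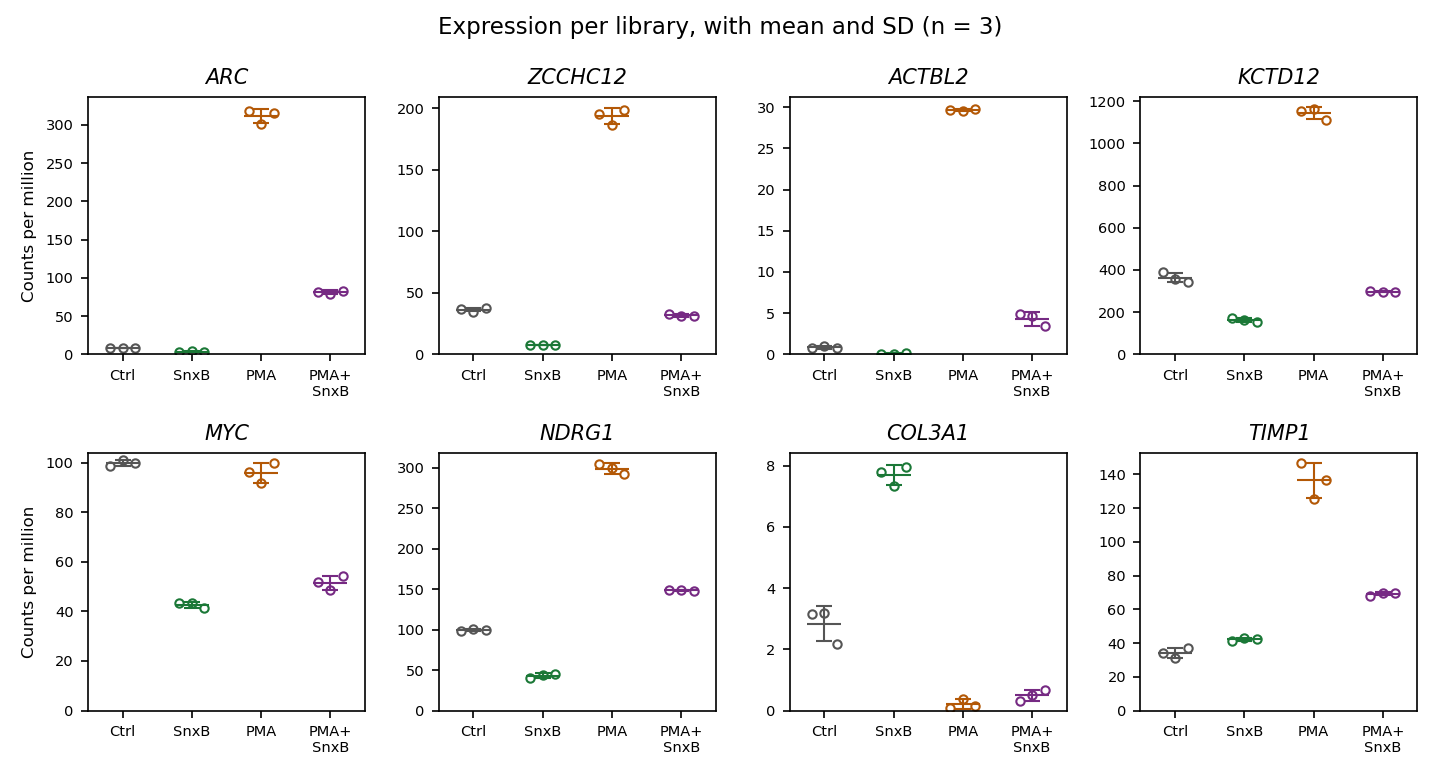
CPM of 8 genes in each library (circles), with the group mean and SD (bars, n = 3), on linear axes from 0. ARC, ZCCHC12, ACTBL2, KCTD12, MYC and NDRG1 are lower with Senexin B both without and with PMA, COL3A1 is higher with Senexin B without PMA, and TIMP1 is lower with Senexin B in the presence of PMA.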

Values the study reported

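The study called genes at a fold change above 1.5 and an FDR below 0.05. It reported that genes affected by Senexin B made up 3% of those affected by PMA at 24 h, and 36% among the top 5% of genes induced by PMA at that time.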

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

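The tests with the ranking by PMA_SnxB minus SnxB, with the other scalings and with genes picked in 2 replicate numbers and measured in the third were chosen after the results they concern were seen. The Senexin B effect differed with PMA, by the test of the interaction in edgeR, for 256 genes and for the genes and lists given here. Over 100 regroupings that include the real one, none of the others gave as many genes, with 142 as the highest (1 of 100). The 9 highest of the others kept the real Ctrl and SnxB groups and mixed those with PMA. Mixing groups takes most of the Senexin B effect out of the contrast and adds it to the spread, so the rank of the real grouping does not bear on chance. Nor do these regroupings test an equal effect without and with PMA, which the interaction test does.

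The difference was negative on the log2 scale, that is, the effect was lower with PMA, for RPL12P14 (-2.71), LINC00659 (-2.46), NTSR1 (-2.45), GS1-600G8.5 (-2.10), ZNF467 (-2.02), RP11-11M20.4 (-1.74), ANKRD1 (-1.68), RP11-120D5.1 (-1.67), LINC00959 (-1.66), RP3-512B11.3 (-1.64) and HAS2 (-1.55). It was also negative for the epithelial genes ITGB4 (-1.29) and KRT17 (-1.27), for TIMP1 (-1.28) and TSC22D3 (-1.20), for the matrix genes EFEMP2 (-1.11), COL6A2 (-0.69) and LAMA2 (-0.68), for ACTA2 (-1.09), GPR3 (-1.08) and FOSL1 (-0.94), for the p53 targets SPATA18 (-1.01), TP53I3 (-0.79) and CDKN1A (-0.71), and for KCTD12 (-0.79), TM7SF2 (-0.78) and IFI27L2 (-0.63). It was positive for PTENP1-AS (1.29), RP11-21L23.2 (1.24), AC004453.8 (1.15), HSP90AA2P (1.09), TXNIP (1.05), CTC-499B15.5 (0.81), PROK2 (0.75), NTHL1 (0.70), TMEM126A (0.63) and BIRC3 (0.59). Beyond the genes with the 10 largest differences each way, DESeq2 did not call ACTA2, EFEMP2, HAS2, IFI27L2, ITGB4, KRT17, LAMA2 or SPATA18. Its filter on the mean count set all of them aside. Without that filter, on the genes tested by edgeR, it did not call IFI27L2, ITGB4 or LAMA2, and called the others. LAMA2 was not called without Ctrl replicate 1 or 3, SnxB replicate 3, PMA replicate 2 or 3, or PMA_SnxB replicate 1 or 3 (-0.57 to -0.70), and IFI27L2 not without Ctrl replicate 1, SnxB replicate 2, PMA replicate 2 or 3, or PMA_SnxB replicate 1 or 3 (-0.48 to -0.63). ITGB4 was not called without PMA replicate 3 (-0.87), nor GPR3 without Ctrl replicate 1 or SnxB replicate 3 (-0.93 and -0.86).

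By list, camera at its preset correlation called the difference as lower for p53 targets (adjusted p = 5.53e-22), extracellular matrix (1.63e-05), interferon response (0.00447), neuronal genes (0.000522), histones (0.000522), proteases (0.000522), the re-expression list (9.37e-14) and the study's Senexin B list (9.12e-24), and as higher for heat shock (7.43e-15), cell cycle (0.000177) and glycolysis and hypoxia (0.000248). As many lists were called in 9 of 100 regroupings, with 11 lists in the real one and 12 in the highest other. All 9 kept the real Ctrl and SnxB groups and so hold the real Senexin B effect without PMA. They do not show what chance alone gives, and chance is neither shown nor excluded for the number of lists.

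The share of induced genes reduced by Senexin B grew with the strength of induction by PMA. If the PMA libraries used in both contrasts made this trend, it would be absent under the ranking by PMA_SnxB minus SnxB, which has the opposite bias, but 22.7% of the top 5% and 3.95% of the other induced genes were reduced there (Fisher's exact test, two-sided p = 1.48e-09). If higher counts alone made it, the most induced genes would be reduced no more often than others of the same level, but within 3 classes of level the top 20% had a common odds ratio of 4.98 (95% interval 3.40 to 7.29). These tests argue against both as the whole cause. A greater dependence of strongly induced genes on Mediator kinases may account for the trend, but was not tested. A gene counts as reduced only after a fall over 1.5-fold, which takes most of the induction of a weakly induced gene. The share thus cannot tell greater dependence from an equal relative loss of induction at all induced genes. The size of the share stays open, since it differs between edgeR and DESeq2.

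Senexin B without PMA raised more genes than it lowered (454 and 59), though glmTreat called 11 rises and 10 falls. If the same number of background reads had been added to every gene in the SnxB libraries, most genes of the lowest of 5 classes by level would have risen by the 1.75 CPM that called genes of the next class gained, but 0.0524% did. This argues against an addition of that size only, since the 1.75 CPM comes from genes picked for a rise. The median rise in the lowest class was 0.0747 CPM. A smaller addition, or one that differs between genes, was not tested. Rises were at least 88.1% of the calls in each of 3 scalings (TMM, RLE and total counts). Against TMM, log2 changes for Senexin B without PMA shifted by only -0.0064 with RLE and 0.047 with total counts, well under the fold threshold. These scalings could hardly have removed the excess, and each treats all genes of a library alike. Whether scaling made the excess, for instance by a fault that follows the level of expression, thus stays open. An effect on genes of low expression may account for the excess, and was not tested by other means.

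Most genes raised by Senexin B without PMA were not raised by it with PMA. If the rises were only overestimated in picked genes, they would vanish in libraries not used to pick them, but the median there was 0.55 (0.52 to 0.57 over 3 rounds). The median with PMA was 0.12, by edgeR over all libraries with PMA and not in held-out libraries. If PMA alone had changed the same genes, the 230 of them not called for PMA would have kept their rise, but their median with PMA was 0.13. This argues against PMA changes past the thresholds as the whole cause, but genes not called may still have changed. The Senexin B effect was lower with PMA for 56 of the 121 genes raised by PMA, 45 of the 230 not called and 13 of the 103 lowered. A part for PMA alone thus stays open. A Senexin B effect on these genes that depends on the state of the cell may account for the rises not seen with PMA.

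For comparisons of 3 libraries with 3, the 10 regroupings of the 6 libraries are too few for a share under 0.05. Mixed groups also keep part of the real effect and put the rest into the spread, so they do not show what chance alone gives. The real and the highest other value were 3734 and 0 genes for PMA (1 of 10 as large), 513 and 0 for Senexin B without PMA (1 of 10) and 193 and 0 with PMA (1 of 10). They were 5.97% and 0% of induced genes reduced (1 of 10), 30.6% and 0% of the top 5% (1 of 10), and 12 and 10 lists called by camera for PMA (1 of 10), 14 and 9 for Senexin B without PMA (1 of 10) and 12 and 6 with PMA (1 of 10).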

How the results depend on the processing

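DESeq2 on the genes tested by edgeR, with and without its filter on the mean count, was chosen after the results were seen. No named gene changed direction in 5303 comparisons of 295 calls with the alternatives, and 566 of these comparisons ended a call, 145 of them with glmTreat and 83 with DESeq2. DESeq2 gave 240 genes for Senexin B without PMA, 70 with PMA and 46 for the interaction, and 2.00% of induced genes and 6.32% of the top 5% reduced. On the genes tested by edgeR it gave 271, 60 and 112 genes, 1.97%, 7.87%, and 0.417% of basal rises also raised with PMA, and without its filter on the mean count 289, 110 and 115 genes, 3.83% and 19.10%. That filter left without an adjusted p 143 of the 513, 115 of the 193 and 203 of the 256 genes called by edgeR, which shows part of the cause. The rest was not tested. Without a fold threshold 11163 genes passed for PMA, 4780 and 1622 (856 higher, 766 lower) for Senexin B without and with PMA, and 1569 (861 higher, 708 lower) for the interaction, and glmTreat, stricter by construction, gave 1970, 21, 36 and 5. RLE scaling, total counts and other filters on low counts kept these counts within 1.5 times, as did fits of 6 libraries for the contrasts of 2 groups.

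The share of basal rises also raised with PMA, 0.661%, was 1.17% with a filter at 1 CPM and 68.1% when any positive change was counted. Leaving out single libraries gave 0.217% (without PMA replicate 2) to 1.36% (without SnxB replicate 1) for it, with 1.09% without PMA replicate 1 and 0.220% without PMA replicate 3. For the others it gave 3569 to 3777 genes for PMA, 440 to 588 and 167 to 179 for Senexin B without and with PMA, 191 to 339 for the interaction, 4.89% to 6.14% of induced genes and 26.3% to 31.4% of the top 5%. The genes called varied more than these counts. Without SnxB replicate 3, 327 of the 513 calls without PMA and 155 of the 256 for the interaction were kept, the fewest of each. The fewest kept for PMA were 3263 of 3734, without PMA replicate 3. For Senexin B with PMA they were 138 of 193, without PMA_SnxB replicate 1. A block for the replicate number gave 3764, 541, 216 and 318 genes, 6.30% and 31.3%, and 1.47% of basal rises raised with PMA. Same-numbered libraries correlated only weakly in their deviations, from -0.005027 to 0.109, over 0.1 in 1 of 18 pairs. But 9 of 12 libraries correlated best with their own number, so a weak pairing by replicate number cannot be excluded. Camera called 49 list tests in all, 36 with an estimated correlation and 51 with the block. The block ended the call of the protein kinase C family for Senexin B with PMA and added 3 calls. These were p53 targets and smooth muscle for Senexin B with PMA, and ATF4 targets for the interaction (camera adjusted p = 0.0489). Fry, which asks another question, called 70. Genes under about 1 CPM rest on few reads at this depth.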

Other observations

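The Senexin B effect without PMA followed the level of expression. From the lowest to the highest of 5 classes of the tested genes by level, the median log2 change without PMA was 0.13, 0.09, 0.03, -0.01 and -0.06, while with PMA it was -0.04, -0.01, 0.00, 0.01 and 0.01. Of the 454 genes raised without PMA, PMA alone raised 121, against 46.6 for independent lists, and lowered 103, against 42.3. The medians with PMA of these groups were 0.05 and 0.20. In simulations with no effect, 0.1 genes on average were called in both contrasts, but hardly any gene was called in either, so this sets no bound for lists of real effects. Part of the excess of genes raised in both may come from the 3 Ctrl libraries that both contrasts use, which cannot be split into sets of at least 2. The same libraries would lower, not raise, the overlap in opposite directions. For the 230 genes not called for PMA the median with PMA was 0.13.

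PMA changed genes in the presence of Senexin B as well. In PMA_SnxB against SnxB 4242 genes changed, of which 1760 rose and 2482 fell, beside 1959 and 1775 in PMA against Ctrl. The keratin genes KRT8 and KRT18 were at 300.2 and 265.2 CPM with PMA and at 407.1 and 361.4 CPM with both compounds, a difference under 1.5-fold.

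By DESeq2, 1.48% of the 3387 genes changed by PMA were changed by Senexin B with PMA, and 6.32% of the top 5% of the genes induced by PMA. These are lower than the values quoted from the study above. By edgeR the same shares were 3.96% and 31.6%, and with a filter at 1 CPM in 3 libraries 36.0% of the top 5% were reduced. The top 5% by DESeq2 held 95 genes with a median of 0.748 CPM, of which 64 were also in the top 5% by edgeR, whose median was 1.93 CPM.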
